A study of Mus musculus with 24 samples. Its data were reported in "Intestinal epithelial damage-derived mtDNA activates STING-IL12 axis in dendritic cells to promote colitis" (2024).

How the data were processed

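RNA from bone marrow-derived macrophages (BMDMs, grown with medium conditioned by L929 fibroblasts) and bone marrow-derived dendritic cells (BMDCs, grown with GM-CSF and IL-4) was sequenced as 24 polyA libraries. Per the labels, the cells came from floxed Tmem173 mice without (WT) or with (CRE) an inducible Lyz2-driven Cre, and received DMXAA, an agonist of mouse STING, at 40 µM or no agonist. The study's methods text gives the dose in µg/mL instead, so the concentration is uncertain. Tmem173 encodes STING. The 8 groups hold 3 libraries each, and every group was taken from the labels. All 48 per-library columns of the table were matched to a library, and 0 were left unmatched.

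The authors deposited raw counts per gene for 54532 genes, with 0 entries lacking a gene name. They also deposited FPKM values, which the authors scaled by gene length and by an effective library size that differs from the sum of counts. The deposited log2 fold changes and the deposited p-values, unadjusted and adjusted, came from the authors' DESeq2 comparisons. Aligner, counting tool, strandedness and genome build are not stated. Gene coordinates in the table match GRCm38 for the genes compared with that annotation.

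The plan written before the data were examined named limma on log2 FPKM unless the table held raw counts. It does, so the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 took that place. Counts were scaled by TMM, and genes with an FPKM of at least 1 in at least 3 libraries of the cell type, or of all 24 for the cell type comparisons, were tested. The fits with replicates 1 and 2 only kept these genes, so their gene set was filtered with the libraries numbered 3 included. The 12 libraries of a cell type shared 1 fit, and the cell type comparisons used all 24. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, in two-sided tests. Standard errors were derived from the log2 fold change and its F statistic. Where every library of a group held at most 3 counts of a gene, a fold was computed against that floor and is given as a bound.

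Gene lists written before the data were examined covered interferon-stimulated genes, the IL-12 family, cytosolic DNA sensing and NF-kB inflammatory genes. They were tested with camera in limma 3.58.1 at a preset correlation of 0.01, two-sided and adjusted over 8 tests, with fry and an estimated correlation beside it. Marker lists for dendritic cells, macrophages and neutrophils and a list of sex-linked genes, written at the same time, described the cultures. Lists for fibroblasts and leukocytes were written after low macrophage transcripts were seen in the libraries numbered 3, and before the values of their own genes were read. The genes named are a fixed list (Tmem173, Ifnb1, Isg15, Ifit1, Il12a, Il12b, Il23a, Il27, Ebi3, Il1b, Il6, Tnf) and, per comparison, the 3 largest rises and 3 largest falls among called genes with a mean FPKM of at least 5 in the higher group and no overlap between replicates.

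The fits were tested on simulated data with 200 genes changed 4-fold. At the spread of the BMDC libraries, edgeR recovered 98.0% of the changed genes among 12126, with 9 false calls. At the spread of the 12 BMDM libraries it recovered 0% among 12379, so a count of 0 there does not exclude changes of that size. DESeq2 1.42.0 recovered 10.0% at that spread, and 69.2% of its calls were false. With BMDM replicates 1 and 2 only, edgeR recovered 93.0% among 12315 genes.

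Total counts ranged from 15657347 to 18912887 per library. Counting error is covered by the models, and reads without molecular identifiers are not independent molecules. Same-numbered libraries were checked for pairing by the correlation of their deviations from group means. In BMDMs it was at least 0.73 for every pair of groups, set largely by the libraries numbered 3. In BMDCs it was at least 0.39 between control and DMXAA of the WT label and at least 0.51 for the CRE label, and it fell to -0.50 across labels. Numbers were therefore read as pairing control with DMXAA within a genotype label. The pairing comes from these correlations, since the labels do not say what a number marks.

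The 4 BMDM libraries numbered 3 had low macrophage transcripts (Lyz2 at most 9.58 CPM and Cd14 at most 55.7, against at least 3126 and 333 in the other 8) and were treated as a technical batch. BMDM results are given with all libraries, as planned, and with replicates 1 and 2 only, a choice made after the data were seen. Alternatives covered the pseudocount, low-value filters, scaling by the median of ratios, thresholds, replicate blocks, a fit on the compared groups, DESeq2, limma and leaving out each replicate. Leaving out a single BMDM library numbered 3 keeps those of the other groups, so that fit mixes cell content with the factor tested. A limma fit on log2(FPKM + 1), a block within genotype, refits with the spread of WT-labelled libraries and the fits with replicates 1 and 2 were added after the data were seen. Figures were drawn with matplotlib 3.10.9.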

Results

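Gene expression was measured in 24 libraries, 12 of BMDMs and 12 of BMDCs, in 8 groups of 3. Total counts ranged from 16470157 to 18912887 in BMDMs and from 15657347 to 18080027 in BMDCs. Between 10398 and 11458 genes per library reached an FPKM of 1.

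Tmem173 (ENSMUSG00000024349, chromosome 18, 35733678 to 35740554 in GRCm38 coordinates), the gene targeted by Cre, was examined first because it bears on the labels. In BMDMs its FPKM, as deposited, was 13.6 ± 3.32 (SD, n = 3) in WT control and 10.3 ± 1.42 (SD, n = 3) in CRE control, where 1 of 3 CRE libraries lay below every WT library. Under DMXAA it was 25.2 ± 5.85 (SD, n = 3) and 11.4 ± 3.18 (SD, n = 3), and 3 of 3 CRE libraries lay below every WT library. These counts depend on the scaling. In CPM, CRE DMXAA replicate 3 had 44.9, above the 40.5 of WT DMXAA replicate 2. CRE control replicates 1 and 2 had 25.38 and 21.25 CPM, both below the lowest WT control value of 25.43. In BMDCs the control groups had 38.5 ± 11.8 (SD, n = 3) and 28.3 ± 8.59 (SD, n = 3), and the DMXAA groups 41.9 ± 11.6 (SD, n = 3) and 30.9 ± 5.74 (SD, n = 3). In each BMDC treatment, 2 of 3 CRE libraries lay below every WT library. The CRE mean was 75.3% and 45.5% of the WT mean in BMDMs, and 73.4% and 73.6% in BMDCs, for control and DMXAA. The transcript was never near its floor, so it does not check the labels, and libraries are called WT-labelled and CRE-labelled.

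**Figure D1:**
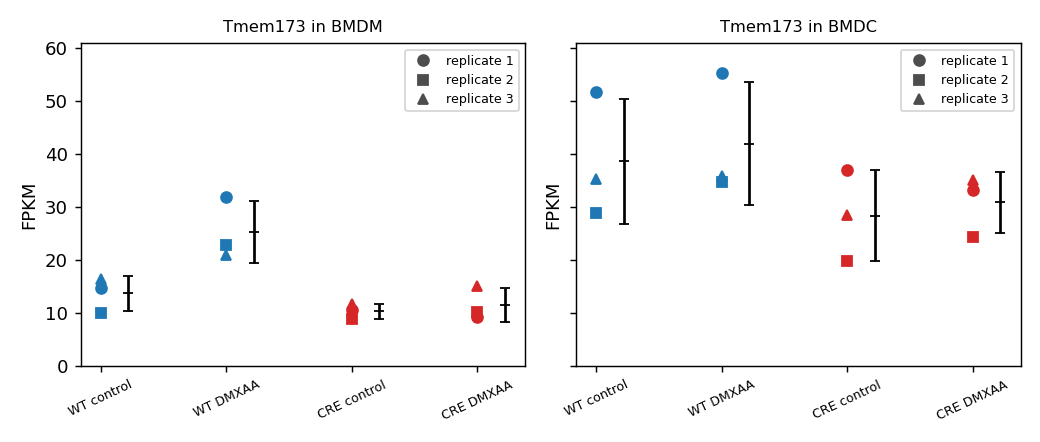
Tmem173 FPKM per library (points, shape by replicate) with mean and SD (bars) for the 4 groups of each cell type. CRE-labelled BMDC libraries reach from 19.7 to 36.8 in control, overlapping the WT-labelled range of 28.8 to 51.6.

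Marker lists described the cultures. The median gene of the macrophage list had 598 to 716 CPM (counts of a gene scaled to the library total) in the 8 BMDM libraries numbered 1 and 2. In the 4 numbered 3 it had 0.417 to 0.739. The fibroblast list had 3.79 to 42.0 CPM in those 8 libraries and 538 to 782 in the 4. Among the 8, both WT-labelled libraries numbered 2 had 42.0 (control) and 41.6 (DMXAA), and the other 6 had 3.79 to 6.35. The leukocyte list had 456 to 562 and 0.0298 to 0.370 CPM. The dendritic cell list had 146 to 547 CPM in BMDCs. The neutrophil list had 0.818 to 21.6 CPM in BMDCs. These 4 libraries, 1 in every BMDM group, are set aside in the second value given for each BMDM comparison.

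**Figure D2:**
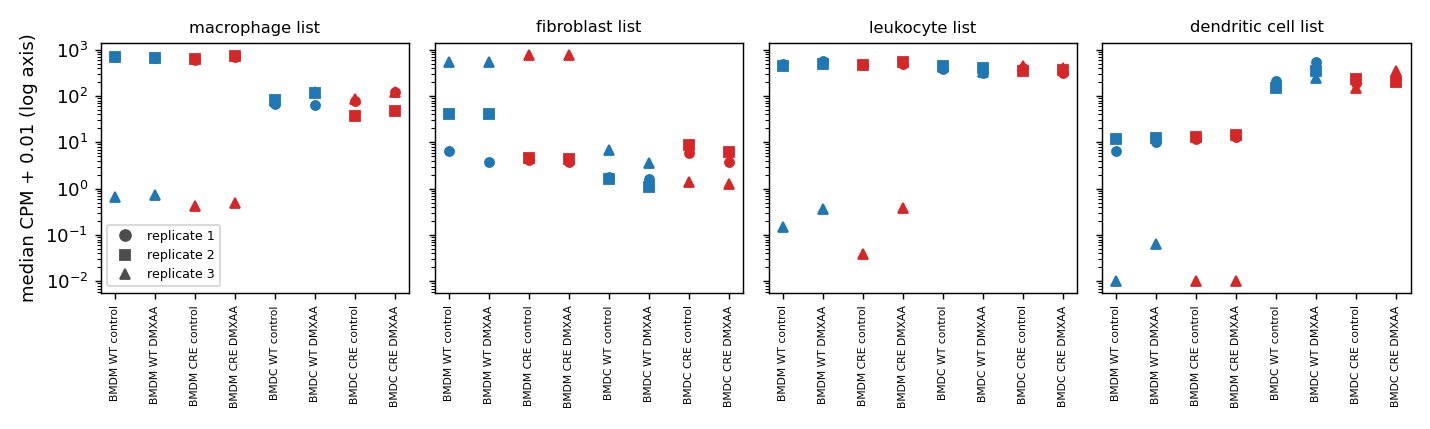
Median CPM (log axis, 0.01 added) of the genes of each marker list per library, shape by replicate and colour by genotype label. In the BMDM libraries numbered 3 the fibroblast list lies between 538 and 782 and the macrophage list between 0.417 and 0.739.

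The response to the agonist in WT-labelled BMDMs was tested over 12379 genes with edgeR. With all libraries 0 genes were called, and 1158 had an unadjusted p under 0.05. With replicates 1 and 2 only, 4332 genes were called, 2051 higher and 2281 lower under DMXAA. That choice moved the count most among the alternatives. Leaving out only WT-labelled DMXAA replicate 3 gave 768, but control replicate 3 stayed in, so cell content differed between the groups. A replicate block gave 526 and a block within genotype 364. With the spread of the WT-labelled libraries alone, 1393 of the 4332 were called, and 3854 with numbers also paired within a label. The median of ratios put 2210 higher and 2042 lower, and limma 2354 and 1946. The largest fitted rises were in Cxcl9, Nos2 and Gbp4 and the largest falls in Pald1, Rab3il1 and Gpr183. These genes were chosen by the rule within the fit on replicates 1 and 2. Cxcl9, Nos2 and Gbp4 had 0 counts in both WT-labelled control libraries of that fit, so their rank is not settled. Ifit1bl1, for one, rose there from a mean FPKM of 0.0740 to 1111. Cxcl9 (ENSMUSG00000029417, chromosome 5) rose by at least 10.56 on the log2 scale, a bound that takes in all 3 libraries of each group. Its adjusted p in edgeR with replicates 1 and 2 was 2.03e-05. Pald1 (ENSMUSG00000020092, chromosome 10) had a log2 fold change of -4.63 ± 0.47 (SE, n = 2; adjusted p 0.00057 in edgeR). Of the fixed list, Ifnb1, Il12a, Il12b, Il23a and Il1b did not pass the filter and 7 genes were tested. With all libraries 0 were called over all genes, and 4 had an unadjusted p under 0.05 and were called adjusted over the list alone (Ifit1, Isg15, Tmem173 and Il27). With replicates 1 and 2 only, 7 were called over all genes.

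In CRE-labelled BMDMs, 0 genes were called with all libraries, and 269 had an unadjusted p under 0.05. Replicates 1 and 2 alone gave 1066 called genes, 795 higher and 271 lower, and 998 of them were called in both labels, 989 in the same direction. With all libraries, a replicate block gave 148 and a block within genotype 111. With the spread of the WT-labelled libraries alone, 193 of the 1066 were called, and 829 with numbers also paired. The share of the WT-labelled response kept has no value with all libraries, since no WT-labelled gene was called. With replicates 1 and 2 only, the median over 4332 genes was 0.449, and 91.5% had the same sign. Among the 1066 genes called in the CRE label, the median ratio was 0.708.

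The study's own comparison, CRE against WT under DMXAA, called 0 genes in BMDMs with all libraries, and 418 had an unadjusted p under 0.05. Replicates 1 and 2 alone gave 2045 called genes, 1012 higher and 1033 lower in the CRE label. The even split held under TMM. The median of ratios gave 800 higher and 1141 lower, limma 789 and 1180, DESeq2 1160 and 1683 and the stricter filter 711 and 961. Leaving out only WT-labelled DMXAA replicate 3 gave 86, with CRE-labelled DMXAA replicate 3 still in. That count therefore mixes cell content with the label. A replicate block with all libraries gave 7. When the spread was taken from the WT-labelled libraries alone, 0 of the 2045 were called. In 20 simulations without change and with the spread of each label kept apart, at most 0 genes were called. These held no DMXAA response and drew each gene on its own, so they do not exclude an understated spread. With replicates 1 and 2, the largest rises were Hist1h2al, Rps3a3 and Rps3a2, multi-copy sequences whose counts are uncertain. The largest falls were Nos2, Mir155hg and Il6. Mir155hg and Il6 had at most 4 counts in CRE-labelled DMXAA replicates 1 and 2, so their places are not settled. Il27 (ENSMUSG00000044701, chromosome 7) had a log2 fold change of -5.14 ± 0.25 (SE, n = 2; adjusted p 0.000493 in edgeR) and was lower in 2 of 2 libraries. Tmem173 had -1.16 ± 0.27 (SE, n = 3; adjusted p 0.9999 in edgeR) with all libraries, called adjusted over the list alone, and -1.45 ± 0.24 (SE, n = 2; adjusted p 0.0110 in edgeR) with replicates 1 and 2. Between control groups 0 genes were called with all libraries, 36 at an unadjusted p under 0.05, and 4 with replicates 1 and 2 only. These 4, named after their values were seen, were Rps3a3, Rps3a2, Gm3608 and Hist1h2al, all higher in the CRE label. The genotype by DMXAA interaction called 0 genes with all libraries, 44 at an unadjusted p under 0.05, and 350 with replicates 1 and 2 only, 128 with a positive and 222 with a negative term. With the spread of the WT-labelled libraries alone, 0 of the 350 were called, and 254 with numbers also paired within a label. A block within genotype gave 1660 with replicates 1 and 2 only and 2 with all libraries.

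The response of WT-labelled BMDCs was tested over 12126 genes, and edgeR called 3904, 2056 higher and 1848 lower under DMXAA. A replicate block within genotype moved this count by the most genes, to 5911. By the rule, the largest fitted rises were Cxcl10 (ENSMUSG00000034855, chromosome 5), Ifit1bl1 and Ifit3b. They rose by at least 13.65, 11.36 and 9.64 on the log2 scale. Ifit1bl1 and Ifit3b have near-identical relatives and their counts are uncertain. Ifit1 rose by 11.12 and Isg15 by 9.85, above the bound of Ifit3b, so the place of Ifit3b is not settled. Cxcl10 had an FPKM of 1156 ± 362 (SD, n = 3) under DMXAA and 0.0226 ± 0.0226 (SD, n = 3) in control. The largest fitted falls were Gm11545, Gm8113 and Snora57. Gm11545 and Snora57 were at the floor under DMXAA, so their bounds are only -4.05 and -2.73 on the log2 scale. Rab3il1 fell from a mean FPKM of 25.6 to 0.906, so the places of Gm11545 and Snora57 are not settled. Of the 12 fixed genes, 11 were called both over all genes and adjusted over the list alone. Il12b (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) had a log2 fold change of 8.18 ± 0.70 (SE, n = 3; adjusted p 9.95e-06 in edgeR). Il12a had 4.18 ± 0.86 (SE, n = 3; adjusted p 0.0034 in edgeR), and both were higher in 3 of 3 libraries. Ifnb1 rose by at least 7.51 on the log2 scale. Tmem173 changed by 0.09 ± 0.28 (SE, n = 3) and was not called.

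CRE-labelled BMDCs gave 3084 called genes, 1702 higher and 1382 lower, and 5181 with a block within genotype. Of the 3084, 2901 were called in both labels and 2900 had the same direction. The median share of the WT-labelled response kept was 0.859 over 3904 genes, with 99.9% of the same sign. By replicate number it was 1.02, 0.597 and 0.964, so CRE-labelled replicate 2 lowers it. Il12b had a log2 fold change of 6.73 ± 0.66 (SE, n = 3; adjusted p 2.87e-05 in edgeR). Il12a had 2.07 ± 0.77 (SE, n = 3; adjusted p 0.0699 in edgeR) and was called adjusted over the list alone.

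CRE against WT under DMXAA called 0 genes in BMDCs, and 108 had an unadjusted p under 0.05. Of the 12 fixed genes, 0 were called over all genes and 0 adjusted over the list alone. Il12b had -0.83 ± 0.49 (SE, n = 3; adjusted p 1 in edgeR) and Il12a -0.68 ± 0.69 (SE, n = 3; adjusted p 1 in edgeR), and neither difference was larger than the spread between replicates allowed for. Between control groups 0 genes were called, with 99 at an unadjusted p under 0.05. The interaction called 0 genes, with 60 at an unadjusted p under 0.05. A different DMXAA response between the labels was therefore not detectable in BMDCs with these fits. None of the fits took account of the close pairs across labels described below, which join libraries of different numbers.

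The 4 lists were compared between labels under DMXAA. Of the 16 listed IL-12 family genes, 9 were tested in BMDMs and 16 in BMDCs. Il12a, Il12b and Il23a did not pass the BMDM filter, so the IL-12 values of the 2 cell types cover different genes. In BMDMs with all libraries, the median log2 fold change was -1.18 for interferon-stimulated genes (camera adjusted p 4.75e-11), -1.13 for the IL-12 family (6.86e-05), -0.62 for DNA sensing (8.96e-05) and -1.53 for NF-kB genes (1.4e-17). Only the NF-kB call held under fry (0.0438) and under an estimated correlation (0.0114). Without CRE-labelled DMXAA replicate 3, the interferon (-0.75, adjusted p 0.23), IL-12 (-1.03, 0.13) and DNA sensing (-0.37, 0.135) lists were no longer called. WT-labelled DMXAA replicate 3 stayed in that fit, so its medians mix cell content with the label. Without WT-labelled DMXAA replicate 1, the interferon and DNA sensing medians became -0.55 and -0.21 and stayed called. Over the 6 fits that left out 1 replicate, the largest adjusted p of the NF-kB list was 6.66e-10. With replicates 1 and 2 only the medians were -1.16, -1.32, -0.66 and -2.59, and all 4 calls held under fry and none under an estimated correlation. The NF-kB list was already lower in the CRE label in control, at -0.99 with replicates 1 and 2 and -0.77 with all libraries. Its interaction medians were -1.45 and -1.07. With replicates 1 and 2, the control medians of the other lists were -0.03, 0.07 and -0.09. In BMDCs the medians were -0.03 (adjusted p 0.118), -0.11 (0.00429), -0.06 (0.05, not under the threshold) and -0.18 (6.46e-07), and no call held under fry or an estimated correlation. A replicate block brought the DNA sensing list to -0.0636 (0.0333). That list was also called without CRE-labelled DMXAA replicate 1 (-0.12, 0.0302), WT-labelled DMXAA replicate 2 (-0.13, 0.0213) or CRE-labelled DMXAA replicate 3 (-0.10, 0.027). Without CRE-labelled DMXAA replicate 2 the first became 0.12 (0.0129), the second 0.0134 (0.817), the third -6e-04 (0.817) and the last -0.057 (0.311), so the IL-12 and NF-kB calls rest on that library. The IL-12 call was also lost without WT-labelled DMXAA replicate 3, at 0.0023 (0.152). The interferon median was 0.06 without WT-labelled DMXAA replicate 2. The interferon list was called without WT-labelled DMXAA replicate 1 (-0.13) and without CRE-labelled DMXAA replicate 3 (-0.15).

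Gene by gene between labels under DMXAA, the BMDM fit with all libraries called 0 genes of each list over all genes. Adjusted over the list alone it called 5 of 32 NF-kB genes and 0 of the other 3 lists, where 2, 4 and 6 genes had an unadjusted p under 0.05. With replicates 1 and 2 only, 44 of 57 interferon-stimulated genes were called over all genes and 52 adjusted over the list alone. For the IL-12 family these were 6 and 8 of 9, for DNA sensing 19 and 22 of 38, and for NF-kB genes 25 and 32 of 32. The 9 did not include Il12a, Il12b or Il23a. In BMDCs each list had 0 by either adjustment and 0 at an unadjusted p under 0.05.

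**Figure D3:**
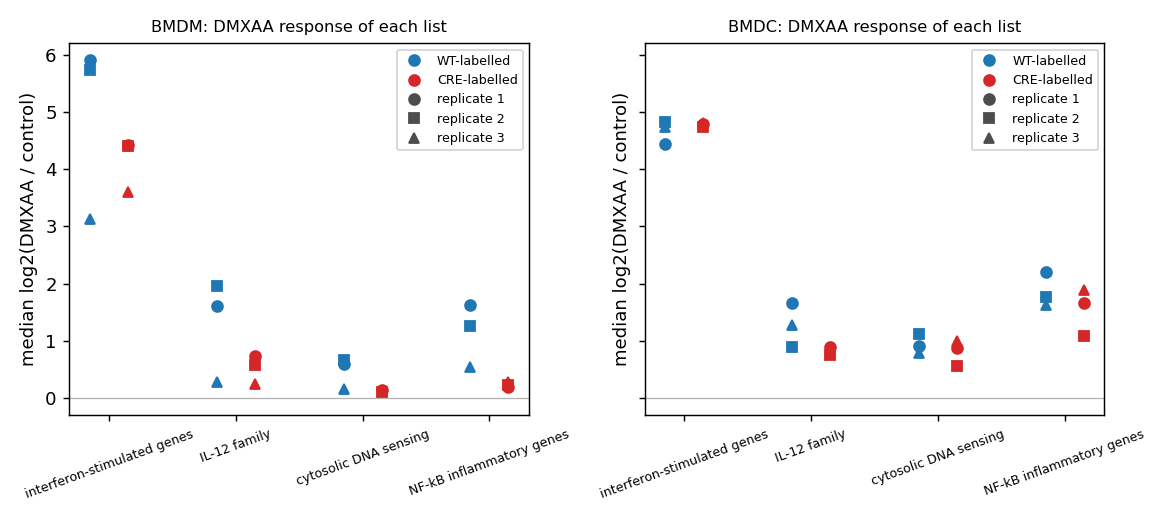
Median log2 ratio of DMXAA to control over the genes of each list, per replicate number (shape) and genotype label (colour), in BMDMs and BMDCs. For interferon-stimulated genes in BMDMs, WT-labelled replicates 1 and 2 lie at 5.90 and 5.74 and CRE-labelled ones at 4.42 and 4.41, with replicate 3 at 3.14 and 3.60.

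The cell types were compared in WT-labelled libraries over 13732 genes. The difference between their DMXAA responses called 0 genes with all libraries, 372 at an unadjusted p under 0.05, 20 without BMDM WT-labelled DMXAA replicate 3, and 327 with BMDM replicates 1 and 2 only, 110 higher and 217 lower in BMDCs. The 20 rest on a BMDM control group that still held replicate 3. By the rule within that fit, Gpr183, Gls2 and Lrp8 had the largest positive and Rasgrp1, Nos2 and Tnfaip8l3 the largest negative values. Nos2 had 0 counts in both WT-labelled BMDM control libraries of that fit, so its value and rank are not settled. Under DMXAA its mean FPKM was 118 in WT-labelled BMDCs and 76.0 in WT-labelled BMDM replicates 1 and 2. Control BMDCs against control BMDMs gave 1169 called genes, 688 higher and 481 lower in BMDCs, and 3831 with BMDM replicates 1 and 2 only, 1765 higher and 2066 lower.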

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

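The test of the spread of WT-labelled libraries, the thinning, length and scaling tests and the regroupings below were chosen before their results were seen, but the fits they examine use replicates 1 and 2, a choice made after the data were seen. The refits with numbers paired and on WT-labelled libraries alone were also chosen after those results and before their own. The test of fibroblast-type RNA was chosen after the marker lists and before its own result was seen. The simulations without change were added after the result with the spread of the WT-labelled libraries was seen.

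The DMXAA response of BMDMs differed between the genotype labels for 350 genes by the interaction term with replicates 1 and 2 only, and for 0 with all libraries, where 44 had an unadjusted p under 0.05. Of the 350, 344 were called in the WT-labelled response and 337 had a smaller response in the CRE label. Thinning every library to the smallest total kept 95.7% of the called genes, removing a gene length trend kept 81.1% and scaling by the median of ratios kept 92.9%, which argues against library size, length and scaling as the whole cause. The CRE-labelled replicates lie far closer together than the WT-labelled ones, with a biological coefficient of variation of 5.20% against 37.8%. With the spread of the WT-labelled libraries alone, 0% of the 350 genes stayed called. That refit ignores any pairing of control with DMXAA and has fewer prior degrees of freedom, 2.72 against 15.9 for the CRE-labelled libraries. In 20 simulations without any change and with the spread of each label kept apart, the interaction called at most 0 genes. With numbers paired within a label, the coefficients were 18.2% and 4.63%, and 72.6% of the 350 genes stayed called with the spread of the WT-labelled libraries alone. A replicate block within genotype called 1660 genes, among them all 350. The paired refit and the simulations argue against an understated spread as the whole cause, while the unpaired refit goes the other way. This reading rests on a pairing the labels do not state and on 2 replicates. For the 2045 genes between labels under DMXAA, which pairing within a label does not reach, 0 stayed called with the unpaired spread and the simulations called at most 0. The fit still holds WT-labelled replicate 2, whose fibroblast list stood at 42.0 CPM in control and 41.6 in DMXAA, against at most 6.35 in the other 6 libraries. Of the 350 genes, 1.43% were over 10 times higher in the libraries numbered 3 than in those 6, in control or DMXAA, which argues against fibroblast-type RNA in WT-labelled replicate 2 as the whole cause. Without the 1420 tested genes that were that much higher, the WT-labelled coefficient was 27.2% and the CRE-labelled one 5.17%, so such RNA is part of the WT-labelled spread. Of the 2045 genes, 4.21% were that much higher. Of the 18 splits of the 8 libraries, 4 gave as many genes, the real one included, and the largest other split gave 1132. Those splits also carry the DMXAA response into the term, so the count decides nothing about chance. A share under 0.05 is not possible with 18 splits. A lower STING activity in CRE-labelled cells is a biological difference the design names, and it may contribute, but it stays untested.

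The DMXAA response of WT-labelled cells differed between BMDCs and BMDMs for 327 genes with BMDM replicates 1 and 2 only, by the interaction term, and for 0 with all libraries, where 372 had an unadjusted p under 0.05. Thinning kept 91.7% of them called, removing a length trend kept 87.2% and the median of ratios kept 95.1%, which argues against library size, length and scaling as the whole cause. A fit on the 10 WT-labelled libraries alone called 186 genes and kept 50.8% of the 327, which argues, by a narrow margin, against a spread understated by the close CRE-labelled pair as the whole cause. Of the 327, 7.95% were over 10 times higher in the BMDM libraries numbered 3, which argues against fibroblast-type RNA in WT-labelled replicate 2 as the whole cause. Of the 60 splits of treatment within cell type, 13 gave as many genes, the real one included, and the largest other split gave 5819. Those splits carry the DMXAA response itself into the term, so the count decides nothing. Gpr183, picked by the rule, fell in BMDM replicates 1 and 2 from an FPKM of 22.8 and 9.21 to 0.888 and 0.767, and rose in 3 of 3 BMDC replicates, from at most 4.51 to at least 6.84. A different response of the 2 cell types, which the design names, is therefore a hypothesis for these genes. Chance stays open, since no regrouping tests it.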

How the results depend on the processing

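With all libraries, the 5 BMDM counts are 0 and move with the processing. In the order WT-labelled response, CRE-labelled response, CRE against WT under DMXAA, control and interaction, replicates 1 and 2 only gave 4332, 1066, 2045, 4 and 350. The rule of an unadjusted p of at most 0.05 with a log2 change of at least 1 gave 779, 215, 250, 25 and 38. DESeq2 gave 462, 114 and 28 for the first 3, limma with pseudocount 0.1 gave 21, 7 and 1, and limma with pseudocount 1 gave 15 and 1 for the first 2. The stricter filter gave 23 for the first. The replicate block gave 526, 148 and 7, and the block within genotype 364, 111 and, for the interaction, 2. Leaving out 1 replicate gave from 0 to 768 for the WT-labelled response and from 0 to 86 for CRE against WT under DMXAA, both highest without WT_DX replicate 3, and 0 in every such fit for the other 3. Both maxima set a group without a library numbered 3 against a group with it, so they mix cell content with the factor tested.

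In BMDCs, a log2 change of at least 1 gave 2362 and 1841 genes for the WT-labelled and CRE-labelled responses, the stricter filter 2451 and 2015, and the block within genotype 5911 and 5181. The unadjusted rule gave 2594 for the WT label, 51 under DMXAA between labels, 66 in control and 46 for the interaction. A fit on the 2 compared groups gave 1853 for the CRE label, of which 64.3% were higher against 55.2%. Without a filter there were 2 genes between labels under DMXAA and 2 for the interaction, where DESeq2 gave 1. Leaving out 1 replicate gave from 2957 to 3367 for the WT label, from 2170 to 3511 for the CRE label, and 0 for the rest. The kept share ranged from 0.815 to 0.930.

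For the cell type interaction, BMDM replicates 1 and 2 only gave 327, the unadjusted rule 258, limma 28 with pseudocount 0.1 and 69 with pseudocount 1, DESeq2 25, and leaving out 1 replicate from 0 to 20, highest without BMDM WT_DX replicate 3. For control BMDCs against BMDMs these were 3831 with BMDM replicates 1 and 2 only, 2276 under the unadjusted rule, 641 with the stricter filter and 2231 with DESeq2, and from 727 to 1035 across the 6 fits that each left out 1 replicate. Limma with pseudocount 1 put 69.2% of these calls higher, against 58.9%.

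Within the fits on replicates 1 and 2, a log2 change of at least 1 gave 2772, 677 and 1185 for the first 3 BMDM counts. DESeq2 gave 1856 for the CRE label, 124 in control, 1163 for the interaction and 728 for the cell type interaction. The block within genotype gave 2887 for the CRE label, 63.8% higher against 74.6%, and 1660 for the interaction, 46.7% against 36.6%. The stricter filter gave 8 in control and 2262 for control BMDCs against BMDMs, and limma 540 for the cell type interaction. The stricter filter put 59 of the cell type interaction calls higher and 253 lower, 18.9% against 33.6%. DESeq2 put 54.8% of its control calls higher, against 100%. Limma put 19.8% of the interaction calls higher, against 36.6%. The kept share was 0.455 with DESeq2, 0.465 with a log2 change of at least 1, 0.452 with limma, 0.451 with the median of ratios and with the block within genotype, and 0.467 with the stricter filter, where only 2 replicate numbers set its spread.

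Under fry, the BMDM lists with medians -1.18, -1.13 and -0.62 and the BMDC lists with -0.11 and -0.18 were no longer called, and neither were they under an estimated correlation, nor the 4 lists with replicates 1 and 2 only (-1.16, -1.32, -0.66 and -2.59). The BMDC DNA sensing list was called at -0.094 with limma and pseudocount 0.1, -0.0671 with pseudocount 1, -0.0839 without a filter, -0.085 with the stricter filter and -0.0636 with the replicate block. It was also called without CRE_DX replicate 1 (-0.12), WT_DX replicate 2 (-0.13) or CRE_DX replicate 3 (-0.10). Leaving out 1 replicate gave BMDM medians from -1.71 to -0.55 for interferon-stimulated genes, -1.39 to -0.88 for the IL-12 family, -1.02 to -0.21 for DNA sensing and -2.78 to -1.49 for NF-kB genes. In BMDCs they ran from -0.15 to 0.12, -0.30 to 0.0134, -0.13 to -6e-04 and -0.32 to -0.057. The first 3 BMDM lists were no longer called without CRE_DX replicate 3, in a fit that kept WT_DX replicate 3. The BMDC interferon median reversed to 0.06 without WT_DX replicate 2 and to 0.12 without CRE_DX replicate 2, and the IL-12 median to 0.0134 without CRE_DX replicate 2 and to 0.0023 without WT_DX replicate 3.

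Of 603 alternatives for 44 named-gene values, 560 kept direction and call, 34 gained a call and 9 reversed. Between labels under DMXAA in BMDCs, without CRE_DX replicate 2, Ifnb1 became 0.0073, Ifit1 0.0122, Il27 0.12 and Tnf 0.10. Their lowest values over such fits were -0.56 for Ifnb1, -0.14 for Ifit1 and -0.77 for Il27. Il12b ran from -1.35 without CRE_DX replicate 1 to -0.33 without WT_DX replicate 1. Il12a ran from -1.06 to -0.39 without the same libraries. Ifit1 became 0.0046 without WT_DX replicate 2 and Tnf 0.0104 without WT_DX replicate 3. Tmem173 in WT-labelled BMDCs became -0.13 without WT_DX replicate 1 and -0.07 without WT_CT replicate 2, and at most 0.36. Ebi3 between labels in BMDMs ran from -1.15 to 0.0192, the last without CRE_DX replicate 3.

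The cause was not tested for these changes, except that stricter thresholds call fewer genes by construction. The blocks changed no other count by over 1.5 times and no other list call. They gave calls over all genes to Isg15, Ifit1, Il27 and Tnf in WT-labelled BMDMs and to Il27 between labels under DMXAA in BMDMs. A fit on the compared groups alone is not possible for the interactions, and the BMDM kept share has no value with all libraries. BMDM and BMDC genotype effects were not tested against each other. DESeq2 counts at the spread of the 12 BMDM libraries are of limited use, since 69.2% of its calls were false in simulated data.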

Other observations

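The tests of sex-linked genes, of close pairs and of neutrophil transcripts, the look at Rps3a3 and Rps3a2, and the library-size tests for the BMDM libraries numbered 3 and, by thinning, for BMDC CRE-labelled replicate 2 were chosen after the pattern was seen, as was the limit of 1.5 times sampling noise used for close pairs.

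The 4 BMDM libraries numbered 3 stand apart from the other 8. Their median fibroblast-list gene was 39.2-fold higher, and 17 of its 20 genes were over 10-fold higher, although 17 of the 20 also averaged at least 1 CPM in the other 8. Col1a2 ranged from 5443 to 6907 CPM and Col1a1 from 4032 to 8959. Lyz2 was at most 9.58 CPM against at least 3126 in the other 8. Csf1r, in both the macrophage and the leukocyte list, was at most 5.66 CPM. A smallest total of 16768345 counts, within the range of the other 8, argues against library size. A largest share of 6.30% for the 10 most abundant genes, against at least 10.4% in the other 8, argues against a few genes taking the counts. A highest dendritic cell list median of 0.0548 CPM argues against an exchange with BMDC cultures. The Y-linked genes had a highest median of 0 CPM, against 29.1 to 42.0 in the other 8, which argues against fibroblast-type cells of the same male animals. No Y-linked gene and no Xist passed 3 counts, so a cell line with neither Y-linked nor Xist RNA, such as the L929 cells of the medium, may be the source. The data hold nothing that would name the line. Leaving out the libraries numbered 1 or those numbered 2 called at most 0 genes for WT-labelled DMXAA against control, against 4332 without those numbered 3, so these other smaller sets of libraries did not raise the count.

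Among BMDC libraries of the same treatment, the nearest library lay under the other genotype label for all 12. The 4 closest pairs joined CRE-labelled replicate 1 with WT-labelled replicate 3 and CRE-labelled 3 with WT-labelled 2, with a median squared deviation from 2.50 to 3.01 times sampling noise. At 2.50 times at the least, the counts argue against 1 library under 2 labels. After thinning, 8 of 8 libraries of these pairs kept the same nearest library, which argues against library size. The same numbers formed 2 such pairs in control and again in DMXAA, which is consistent with cultures, animals or batches shared across labels, although the pairing of control with DMXAA within a label makes this outcome easier to reach. Exchanged genotype labels cannot be told apart from this by Tmem173, since 2 of the 4 CRE-labelled libraries of these pairs lay below every WT-labelled library of their treatment. Within the pairs its FPKM was nearly equal. CRE-labelled 1 and WT-labelled 3 had 36.8 and 35.3 in control and 33.2 and 35.9 in DMXAA. CRE-labelled 3 and WT-labelled 2 had 28.4 and 28.8, and 35.1 and 34.6. Its log2 fold change between labels under DMXAA was -0.43, and -0.20 without WT-labelled DMXAA replicate 1. The absence of called genes between labels in BMDCs may therefore reflect the labels as much as the gene.

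BMDM CRE-labelled replicates 1 and 2 deviated by 1.96 times sampling noise in control and 3.06 in DMXAA, against 28.5 and 19.2 for the WT-labelled pairs. At 1.96 at the least, the counts argue against 1 library deposited as 2 replicates. They do not tell whether these 2 libraries came from separate cultures or animals. The fits with replicates 1 and 2 treat them as independent. No biological explanation was tested.

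BMDC CRE-labelled replicate 2 stood apart from the other BMDC libraries. The median neutrophil-list gene was 4.57-fold higher in control and 5.67-fold in DMXAA, with S100a9 38.8-fold and 34.2-fold. Lcn2 was 0.829-fold and 0.676-fold, Cxcr2 0.648-fold and 2.74-fold, and Csf3r 0.125-fold and 0.109-fold, so neutrophil-type cells may be present but cannot be told apart from another change. Its control total of 17767354 counts was within the range of the other BMDC libraries and its DMXAA total of 18080027 above it. Its nearest library lay at 21.3 times sampling noise in control and 15.8 in DMXAA. After thinning these were 19.4 and 14.4, against 2.38 to 2.93 for the 8 libraries of the 4 closest pairs and 13.2 and 14.4 for WT-labelled replicate 1. In DMXAA its distance and that of WT-labelled replicate 1 are 1 and the same, so it stands no farther out than that library there. With totals made equal, both its distances stayed far above those of the closest pairs, which argues against library size in control and in DMXAA. This comparison replaced, after the values were seen, a comparison with all 10 other libraries, which the shared distance left undecided in DMXAA. No biological explanation was tested.

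For the counts with all libraries, regroupings gave these results. In BMDCs, 1 of the 10 splits gave as many genes as the real one for WT-labelled DMXAA against control, and 1 of 10 for the CRE label. Of the 10 splits, 4 part all 3 pairs, and each split but the real one called 0 genes. For control BMDCs against BMDMs it was 1 of 10. With 3 against 3 the share cannot be under 0.1. For each comparison between labels or treatments with a count of 0, which any split equals, 10 of 10 splits gave as many, and for each of the 3 interactions 100 of 100 drawn splits did. Other interaction splits gave up to 3713 genes in BMDMs, 48 in BMDCs and 3495 between cell types, where they carry the DMXAA response into the term.

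In the authors' deposited table, 15 genes have an adjusted p under 0.05 for CRE against WT under DMXAA in BMDMs and 1 in BMDCs. In the authors' deposited table, the WT DMXAA comparison has 221 such genes in BMDMs and 4973 in BMDCs. In the authors' deposited table, an unadjusted p of at most 0.05 with a log2 change of at least 1 gives 479 genes in BMDMs and 127 in BMDCs for CRE against WT under DMXAA. By the same rule, the authors' deposited table gives 1079 and 3678 for the WT DMXAA comparison.

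Rps3a3 and Rps3a2, processed pseudogenes whose counts are uncertain, were examined after their values were seen. Rps3a3 had an FPKM of 161 and 166 in BMDM CRE-labelled control replicates 1 and 2 and 369 in BMDC WT-labelled control replicate 1. In the other BMDM and BMDC control libraries it was at most 4.93. Under DMXAA it was 129, 156 and 421 in the libraries of the same numbers and at most 5.97 in the others. These levels do not follow the genotype label in BMDCs, where no CRE-labelled library had the high level. No explanation was tested.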
